A study of Tribolium castaneum with 16 samples.

How the data were processed

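The series profiled open chromatin in the red flour beetle Tribolium castaneum by FAIRE-seq, in which fixed chromatin is sheared and phenol-chloroform extraction leaves nucleosome-poor DNA in the aqueous phase for sequencing. The labels described 16 samples, of which 14 were FAIRE libraries in 6 groups and 2 were genomic input libraries from larval epidermis. The inputs had no peak list and were not analysed here. The FAIRE groups were whole embryos aged 0 to 24 h, 24 to 48 h and 48 to 72 h after egg laying with 2 samples each, larval brain, called CNS in the sample titles, with 2 samples, and lateral epidermis with the wing disc from the second thoracic segment (T2, bearing the elytron) and from the third thoracic segment (T3, bearing the hindwing) with 3 samples each. Each sample was placed in its group by its title, and its replicate number came from the same title.

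Per the labels' protocols, chromatin was fixed for 20 minutes in CNS samples and 30 minutes in all others, and was sonicated to between 500 bp and 2 kb before sequencing on an Illumina instrument. Embryos came from the Georgia I strain and larvae from the pu11 enhancer-trap strain. The barcode recorded for each library was 5 nt long in embryos, 6 nt in CNS and 8 nt in epidermis, so barcode length, tissue and, between embryo and larva, strain changed together. The aligner, read filters, peak caller, control library and genome build were named neither in the labels nor in a file header.

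Each of the 14 deposited files was a list of narrow peaks called on a single sample, since the peak names carried the name of that sample. The fold enrichment of each peak over the background used by the peak caller was the authors' own value, a ratio without a unit. The deposited lists also gave −log10 of the p-value and −log10 of the q-value of each peak, and the smallest −log10 q in the 14 lists lay between 1.30 and 1.36, which corresponds to a q threshold of 0.05. The deposited score column held the whole part of 10 times that −log10 q and was not used further. Fold, p and q belonged to a peak within its own list and were used to describe, rank or filter peaks within lists. Fold and p also served to recover the depth of each list, and fold to rank named regions over several lists, as described below. Coordinates were those of the deposited lists, given here from 1, on 10 linkage groups (ChLG1 to ChLG10) and 1574 unplaced scaffolds that held a peak.

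The total number of reads was unknown. Under the formula fold = (pileup + 1) / (background + 1), with the p-value as the upper Poisson tail of the pileup, the pileup at each summit and its local background were solved from the fold and −log10 p of each peak. This gave values for 323088 of 323093 peaks, and all but 7 of the recovered pileups were whole numbers within 0.02. The smallest background in a list was taken as its genome-wide background depth, the expected number of extended reads over a base. Comparing it between lists assumes the same fragment extension and effective genome size in all lists, for which the narrowest peak of 125 bp and the highest pileup of 250, the same in every list, are the evidence at hand.

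Overlap of a pair of lists was measured by the base-pair Jaccard index, the bases covered in both lists divided by the bases covered in either. For each comparison the mean index of pairs on the same side minus that of pairs on different sides was tested by exact one-sided permutation over every partition of the samples, or of the groups for embryo against larva. For regions called on one side only, the peaks of all lists in a comparison were merged where they overlapped by at least 1 bp, and the merged regions with a peak in every list of one side and in no list of the other were counted. That count was set against the same count for other splits of the samples. Differences in number of peaks and covered length were tested by exact two-sided permutation of the samples. The Benjamini-Hochberg method adjusted p-values over 5 comparisons within each of the families overlap, number of peaks and covered length, and over 3 relations for depth. A result counted as past the threshold at an unadjusted p below 0.05.

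Groups, tests, alternatives and the rule for named regions were fixed before the data were examined. By that rule, the text names the 2 regions of each one-sided class with the largest value of their smallest fold enrichment on the side where they were called, and the region with the largest smallest fold among those called in all 14 lists. The alternatives fixed at that point were the best 50% of each list by −log10 p, equal list sizes of 9725 peaks, 200-bp windows centred on the summits, other overlap criteria, a merging distance of 100 bp, coverage of at least 50% of a region, merging of overlapping peaks within a list, the replicate number as a block, and leaving out each sample in turn. After the data had been seen, restriction to linkage groups and thinning to the depth of the shallowest list were added. Thinning scaled the pileup and background of each peak to that depth and kept peaks with a −log10 p of at least 5.07, the 5th percentile of the shallowest list. It ignores sampling noise and the narrowing of peaks.

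The gene table at hand belonged to assembly icTriCast1.1, while the sequence names of the lists did not identify their build, so its coordinates were not used. The planned share of summits near transcription starts was therefore not computed, positions are given without genes, and the planned loci nubbin, Ultrabithorax, hunchback, apterous, vestigial, scalloped and Distal-less were not placed.

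The procedures were tested on simulated data. Pileups were recovered within 0.02 for 99.96% of 5000 simulated summits. The Jaccard index matched a base-by-base count with 0 mismatches in 20 simulated list pairs. For T2 against T3, 200 of 200 regions implanted among 31164 were recovered. Each was set as called in all T3 lists and no T2 list, so this checks the counting and not the power to detect segment differences. In 60 simulated sets of 14 lists without groups, 5% had a p below 0.05. Thinning kept 0.927 times as many peaks as calling on a library drawn at the lower depth, over 40000 simulated windows, so thinned values are approximate. A single depth ratio was simulated. The lists were thinned by ratios that differed with their depth, most strongly for CNS replicate 1, so the error may differ between lists and was not measured. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0, and plots used matplotlib 3.10.9.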

Results

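Open chromatin was compared across Tribolium development by FAIRE-seq, as a map of where enhancers may be sought, in 6 groups: 3 embryonic stages and 3 larval tissues. The 14 lists together held 323093 peaks. Embryos aged 0 to 24 h had 32684.5 ± 1696.4 peaks (SD, n = 2), embryos aged 24 to 48 h had 19671.5 ± 2315.8 (SD, n = 2), and embryos aged 48 to 72 h had 14028.5 ± 4609.6 (SD, n = 2). Larval CNS had 35087.5 ± 1403.6 peaks (SD, n = 2), T2 epidermis had 17003.7 ± 6303.6 (SD, n = 3) and T3 epidermis had 23046 ± 1434 (SD, n = 3). The lists covered 10.1 ± 0.721 Mb at 0 to 24 h, 5.30 ± 0.667 Mb at 24 to 48 h and 3.78 ± 1.22 Mb at 48 to 72 h (SD, n = 2 each). They covered 10.4 ± 0.303 Mb in CNS (SD, n = 2), 4.99 ± 2.11 Mb in T2 and 6.98 ± 0.807 Mb in T3 (SD, n = 3 each). The median peak width lay between 198 and 242 bp in the 14 lists, and the median of the authors' fold enrichment between 3.64 and 5.73.

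Depth differed between lists. The genome-wide background depth recovered from the lists ranged from 1.89 expected reads per base in the 24 to 48 h embryo replicate 1 to 9.85 in CNS replicate 1, a ratio of 5.22. Its group means were 4.22 ± 0.712 at 0 to 24 h, 1.98 ± 0.137 at 24 to 48 h, 2.23 ± 0.431 at 48 to 72 h and 7.88 ± 2.79 in CNS (SD, n = 2 each), and 3.11 ± 1.00 in T2 and 4.71 ± 0.913 in T3 (SD, n = 3 each). All 3 T3 lists were deeper than all 3 T2 lists, the closest being T3 replicate 1 at 4.16 and T2 replicate 2 at 3.78.

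The number of peaks rose with depth over all 14 lists, with Pearson's r of 0.767 (permutation p = 0.0004, two-sided, adjusted p = 0.0012 over 3 relations) and Spearman's rho of 0.855 (permutation p = 0.00028, adjusted p = 0.00084). Without the 2 lists farthest from the median depth, r was 0.661. Barcode length divided the lists into embryo, CNS and epidermis, and the relation was recomputed within them. Within the epidermis lists r was 0.920 (exact permutation p = 0.00556, n = 6, adjusted p = 0.00833) and rho was 0.886 (exact permutation p = 0.0333, n = 6, adjusted p = 0.05), with r of 0.935 without the 2 farthest lists. Within the embryo lists r was 0.829 (exact permutation p = 0.0528, n = 6, adjusted p = 0.0528) and rho was 0.60 (exact permutation p = 0.242, n = 6, adjusted p = 0.242). Without the 2 farthest embryo lists r was −0.775, so the embryo relation rested on those lists. CNS had too few lists, 2, for a value.

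**Figure D1:**
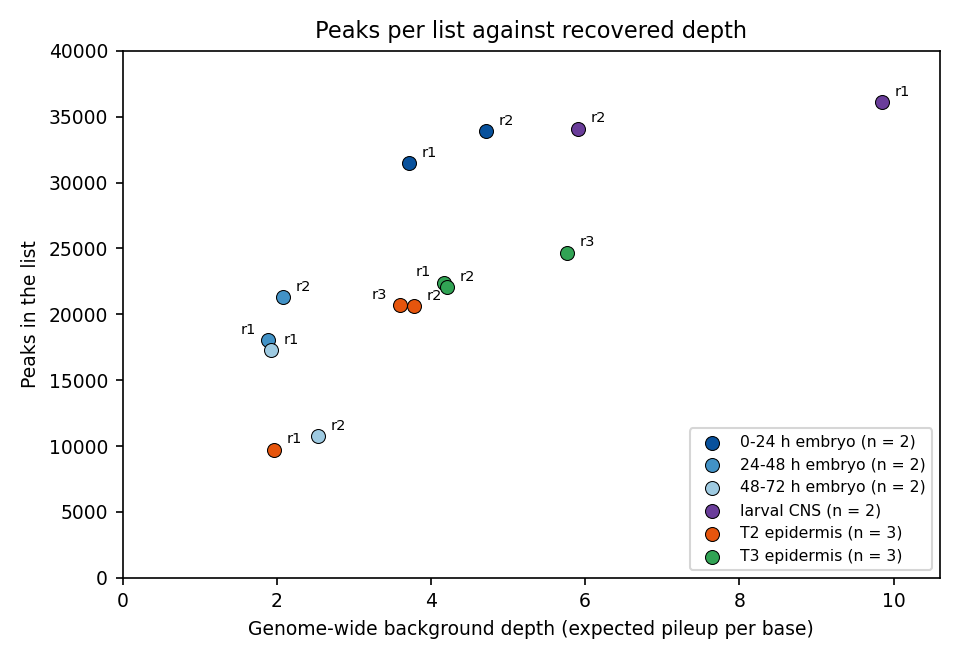
Number of peaks in each of the 14 lists (vertical axis, count) against the genome-wide background depth recovered from the list (horizontal axis, expected pileup per base), with a point per list coloured by group and marked with its replicate number. CNS replicate 1 was the deepest at 9.85 with 36080 peaks, and T2 replicate 1 had the fewest peaks, 9725, at a depth of 1.96.

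Whether groups differed in the amount of chromatin called open was asked in 5 comparisons of peak number. CNS lists had 15062.7 more peaks than epidermis lists (exact permutation p = 0.0357, two-sided, the smallest that the 28 splits of 2 against 6 lists allow, adjusted p = 0.179), and both CNS lists lay above all 6 epidermis lists. Thinning all lists to one depth moved this difference most, to 5588.2 peaks at the same exact p of 0.0357. CNS lists covered 4.43 Mb more than epidermis lists (exact permutation p = 0.0357, two-sided, adjusted p = 0.179), and at equal list sizes the difference in covered length was 0.373 Mb (exact permutation p = 0.464, two-sided). This difference was 2.19 Mb after thinning and 5.16 Mb on linkage groups only (exact permutation p = 0.0357 in both settings, two-sided). In these tests of CNS against epidermis all other splits broke up replicate groups, so the likeness of replicates alone can make p small. T2 minus T3 was −6042.3 peaks (exact permutation p = 0.1, two-sided, the smallest that 3 against 3 allow, adjusted p = 0.25), with all 3 T2 lists below all 3 T3 lists. Without T2 replicate 1 it was −2403 peaks, and after thinning −856.7 peaks (exact permutation p = 0.90, two-sided). Embryos aged 0 to 24 h had 13013 more peaks than those aged 24 to 48 h and 18656 more than those aged 48 to 72 h, and embryos aged 24 to 48 h had 5643 more than those aged 48 to 72 h. In each of these 3 comparisons both lists of the younger stage lay above both of the older, and the exact permutation p was 0.333 (two-sided, adjusted p = 0.333), the smallest that 2 against 2 allow. With the deposited lists, the difference of 24 to 48 h and 48 to 72 h embryos was 2383.5 peaks without the 48 to 72 h replicate 2 and 8902.5 without its replicate 1. After thinning all lists to one depth, the 3 differences were 8278.5, 13970.5 and 5692 peaks in the order above.

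Merging the 14 lists gave 52384 regions covering 19.2 Mb. Of these, 3452 (6.59%) were called in all 14 lists, 3148 of them on linkage groups, and 9427 (18.0%) were called in 1 list. Regions called in 1 list had a median width of 150 bp, and those called in all 14 lists 537 bp. The region called in all 14 lists with the largest smallest fold enrichment spanned 431 bp on ChLG5 from 10933535 to 10933965, with folds from 15.5 to 37.9.

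Whether replicates shared more open chromatin than samples of different groups was asked over all 14 lists. The mean Jaccard index was 0.584 for pairs within a group and 0.329 for pairs from different groups, a difference of 0.255 (exact permutation p = 1.55e-05, one-sided, 49 of 3153150 partitions, adjusted p = 7.77e-05 over 5 comparisons). These partitions also mix embryo, CNS and epidermis lists, which barcode length separates, and differences between these kinds of library alone can make p small. Within a kind, the exact one-sided permutation p was 0.0667 for embryonic stages, the smallest possible, and 0.50 for T2 against T3. All 14 lists overlapped their own group more, on average, than the lists of all other groups pooled. Taken one group at a time, 11 of the 14 overlapped their own group most. T2 replicates 2 and 3 overlapped T3 more than T2 (0.631 against 0.548 and 0.627 against 0.543), and the 48 to 72 h replicate 1 overlapped 24 to 48 h embryos more than its own stage (0.574 against 0.526). Among the alternatives on all 14 lists, 200-bp windows on the summits moved this difference most, to 0.196. Chance placement, by 20 circular shifts of the lists along the linkage groups, gave a mean index of 0.0137 (from 0.00502 to 0.0275), against 0.337 observed for the same pairs. At summits at identical positions in a pair of lists the relative background values were the same within 0.01. False calls were therefore also simulated for pairs of unchanged libraries sharing a control, and their mean index was 0.000941. The simulated libraries were drawn independently and without copy-number differences. This value therefore does not exclude overlap that such differences against a shared control would give. Within groups the index was 0.779 at 0 to 24 h, 0.605 at 24 to 48 h, 0.526 at 48 to 72 h and 0.707 in CNS, each from 1 pair. It averaged 0.494 over the 3 T2 pairs (from 0.387 to 0.70) and 0.579 over the 3 T3 pairs (from 0.501 to 0.670).

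**Figure D2:**
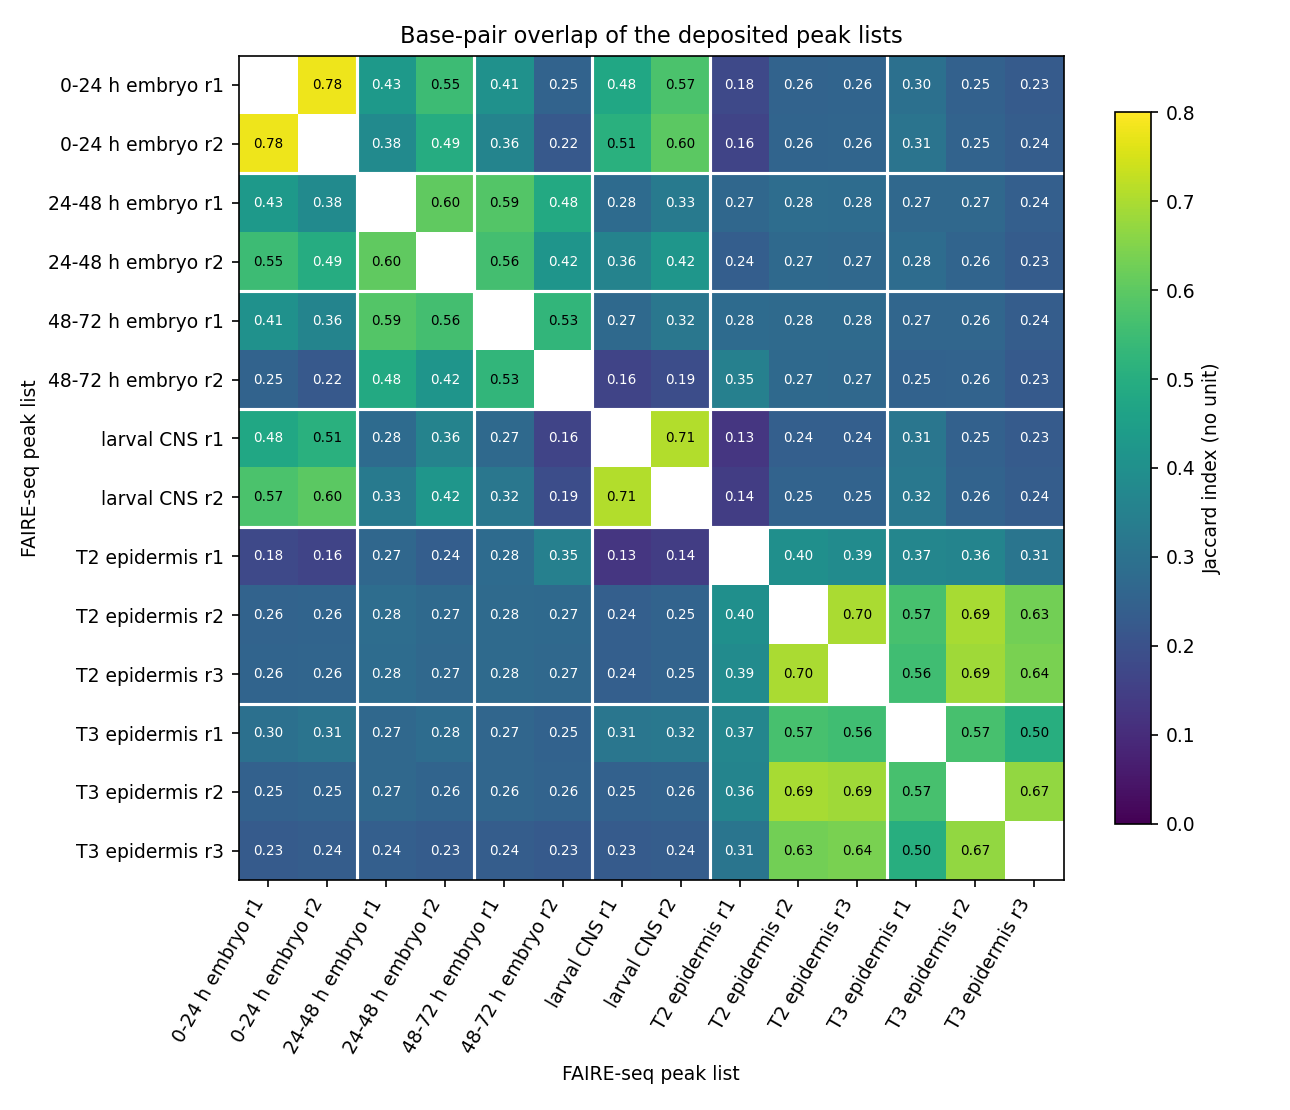
Base-pair Jaccard index (colour, no unit) for each pair of the 14 lists, with r1 to r3 giving the replicate number and white lines separating the 6 groups. The highest value was 0.779, between both lists of 0 to 24 h embryos, and the lowest was 0.126, between CNS replicate 1 and T2 replicate 1.

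Embryonic stages were compared to ask how open chromatin differed with age in whole embryos of one strain. The mean index was 0.637 for pairs of the same stage and 0.429 for pairs of different stages, a difference of 0.208 (exact permutation p = 0.0667, one-sided, n = 2 per stage, the smallest that the 15 pairings allow, adjusted p = 0.111), and all 6 lists overlapped their own stage more than both other stages pooled. Without the 0 to 24 h replicate 2 the difference was 0.105, and without the 0 to 24 h replicate 1 it was 0.127. The index was 0.463 between 0 to 24 h and 24 to 48 h, 0.512 between 24 to 48 h and 48 to 72 h, and 0.311 between 0 to 24 h and 48 to 72 h, each the mean of 4 pairs.

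Of 37093 merged embryo regions, 8134 were called in both lists of a single stage and in none of the other 4 embryo lists. They comprised 8018 at 0 to 24 h, the stage with the deepest and longest embryo lists, 12 at 24 to 48 h and 104 at 48 to 72 h. Of the 15 pairings of the 6 lists, 2 gave as many, the real one included. Equal list sizes moved this count most, to 1771 (1017, 152 and 602 by stage), and thinning to one depth gave 5194 (5037, 57 and 100). At equal list sizes only the real pairing gave as many, and in the 6 other settings that kept all lists 2 of the 15 did. Without the 0 to 24 h replicate 1 the count was 12786. Leaving out a list raised the 24 to 48 h class to as many as 295, without its replicate 2, and the 48 to 72 h class to as many as 445, without its replicate 2. The named regions of the 0 to 24 h class lay on ChLG5 from 16391960 to 16392256, with folds of 18.5 and 19.6, and on ChLG5 from 17823741 to 17824186, with folds of 17.1 and 17.7. Those of the 48 to 72 h class lay on ChLG7 from 897938 to 898150, with folds of 6.21 and 7.47, and on ChLG9 from 19680075 to 19680269, with folds of 5.95 and 6.16. These 4 regions stayed in their class at equal list sizes and after thinning. The named regions of the 24 to 48 h class were on scaffolds, on DS497675.1 from 2242 to 2379 with folds of 4.55 and 4.70 and on DS497737.1 from 92060 to 92220 with folds of 4.50 and 5.84, and at equal list sizes neither was called in any embryo list.

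Embryo and larva also differed in strain, dissection and barcode length, so their comparison covers all of these. The mean index was 0.389 for pairs of different groups on the same side and 0.288 for pairs on different sides, a difference of 0.101 (exact permutation of the 6 groups, p = 0.20, one-sided, where the 10 splits allow no p below 0.1, adjusted p = 0.25). The direction held in 12 of 14 lists and not in the 2 CNS lists, which overlapped embryo lists more than epidermis lists. CNS had an index of 0.540 with 0 to 24 h embryos (4 pairs, from 0.478 to 0.599), 0.346 with 24 to 48 h embryos (4 pairs), 0.237 with 48 to 72 h embryos (4 pairs) and 0.239 with epidermis (12 pairs, from 0.126 to 0.320).

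Of the 52384 merged regions, 415 were called in every list of one side and in none of the other, 37 in embryos and 378 in larvae. Among 100 splits of the 14 lists into 6 and 8, the real one included, the 99 others gave from 0 to 21 such regions, but each of them broke up replicate groups. Splits of whole groups were therefore added after this result was seen. Of the 5 splits into 6 and 8 lists that kept the 6 groups whole, 3 gave as many: the real one, both epidermis groups against the rest (1553), and 0 to 24 h, 24 to 48 h and CNS against the rest (797). The other 2 gave 29 and 59. At equal list sizes and after thinning, 2 of the 5 gave as many as the real split, with 1329 and 1384 for epidermis against the rest. Of the 10 splits into 3 and 3 whole groups, 2 gave as many with the deposited lists and 1, the real one, in both of these settings. The count was 270 (37 and 233) in the best 50% of each list, 891 (37 and 854) without T2 replicate 1 and 674 (57 and 617) without the 0 to 24 h replicate 2. Without the 48 to 72 h replicate 2 the embryo class was 112. The balance moved with scaling, to 191 embryo and 304 larva regions at equal list sizes and to 162 and 268 after thinning. The named embryo regions were the first 939 bp of scaffold GG694831, with folds from 24.1 to 40.8, and ChLG2 from 3557887 to 3558167, with folds from 7.08 to 23.1. The named larva regions were ChLG7 from 15799105 to 15799482, with folds from 8.99 to 17.1, and ChLG2 from 860626 to 860976, with folds from 8.85 to 13.3. All 4 stayed in their class at equal list sizes and after thinning.

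CNS and epidermis of last-instar larvae were compared to ask how open chromatin differed between tissues of one strain and stage, although fixation time and barcode length differed with them. The mean index was 0.546 for pairs on the same side and 0.239 for pairs on different sides, a difference of 0.307 (exact permutation p = 0.0357, one-sided, n = 2 and 6, the smallest that the 28 splits allow, adjusted p = 0.0893 over 5 comparisons). All other splits broke up replicate groups, so the likeness of replicates alone could give this p, which does not by itself show a tissue difference. All 8 lists overlapped their own side more.

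Of 48878 merged regions, 12841 were called on one side only, 11757 in both CNS lists and 1084 in all 6 epidermis lists. The 27 other splits, all of which broke up replicate groups, gave from 21 to 592 such regions. Without T2 replicate 1 the epidermis class was 1852. The CNS class required 2 lists and the epidermis class 6, and the CNS lists were deeper. Equal list sizes changed the split to 3489 and 2219 (5708 in all), and thinning to one depth changed it to 5747 and 1566 (7313 in all). The named CNS regions were ChLG6 from 11032048 to 11032548, with folds of 21.3 and 33.3, and ChLG4 from 8490647 to 8491121, with folds of 20.9 and 32.0. The named epidermis regions were ChLG6 from 278353 to 278747, with folds from 11.1 to 16.1, and ChLG7 from 1581395 to 1581891, with folds from 8.29 to 11.5. All 4 stayed in their class at equal list sizes and after thinning.

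T2 and T3 epidermis were compared to ask whether segments that form different wings, the elytron and the hindwing, differ in open chromatin. The mean index was 0.537 for pairs of the same segment and 0.535 for pairs of different segments, a difference of 0.0019 (exact permutation p = 0.50, one-sided, n = 3 per segment, where no p below 0.1 is possible, adjusted p = 0.50). T2 replicates 2 and 3 overlapped T3 lists more, on average, than T2 lists, and the other 4 lists overlapped their own segment more. For scale, the SD of single pairs of the same segment was 0.133, and 0.0922 without T2 replicate 1. These pairs share lists, so their SD is not the error of the difference of means. The difference was −0.00964 after thinning to one depth and −0.0198 without T2 replicate 1.

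Of 31164 merged epidermis regions, 542 were called in all 3 lists of one segment and in none of the other, 1 in T2 and 541 in T3. The 9 other splits of the 6 lists gave from 73 to 422 such regions, with a median of 234. Scaling changed both the count and its balance. At equal list sizes there were 151 regions, 55 in T2 and 96 in T3, and 2 of the 10 splits gave as many. After thinning to one depth there were 145, 30 in T2 and 115 in T3, and 8 of the 10 splits gave as many. Leaving out a single list loosened the criterion and raised the count to between 662 and 1306, with 1306 (11 and 1295) without T3 replicate 1 and 662 (101 and 561) without T2 replicate 1. In the latter case 5 of the 10 splits gave as many. The named T3 regions were ChLG6 from 10483719 to 10484048, with folds from 5.24 to 6.39, and ChLG5 from 7447293 to 7447588, with folds from 5.02 to 6.11. After thinning both were still called in all 3 T3 lists and no T2 list, and at equal list sizes the one on ChLG6 was called in 2 of 3 T3 lists. The single T2 region was ChLG3 from 35758458 to 35758694, with folds from 3.01 to 4.46, and it was called in 2 of 3 T2 lists after thinning and in 1 of 3 at equal list sizes.

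**Figure D3:**
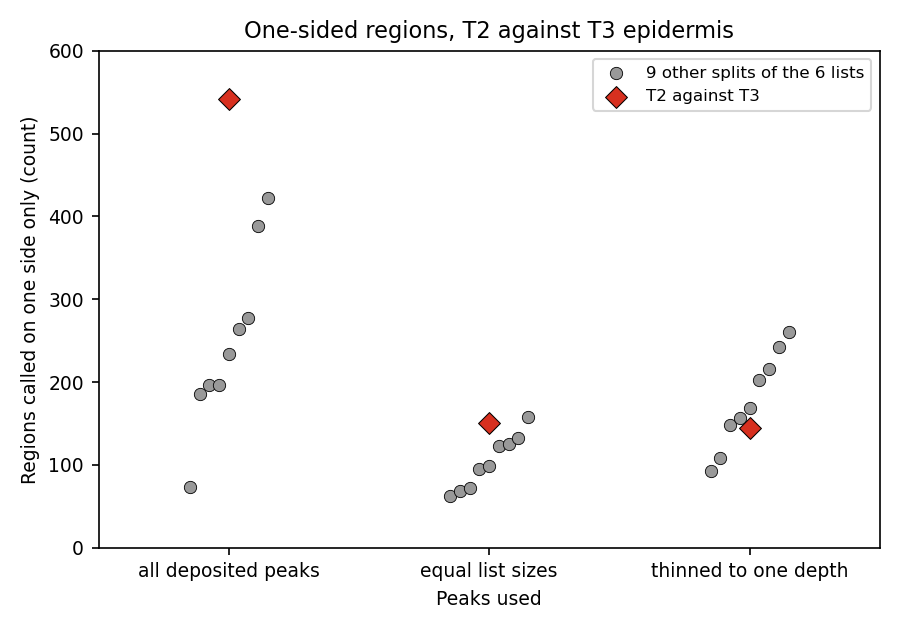
Number of regions called in all 3 lists of one side and in none of the other (vertical axis, count) for T2 against T3 (red diamonds) and for the 9 other splits of the 6 epidermis lists (grey points), with all deposited peaks, equal list sizes and lists thinned to one depth. T2 against T3 gave 542, 151 and 145 regions, the highest count among the 10 splits only with all deposited peaks.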

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

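The thinning used in the tests of this part was added after the data had been seen, as was the check of the gap after thinning, while what each other test would show was written down before its result. Peak number, covered length, width, fold, depth, scaffold shares and overlap were compared within the 6 embryo lists and within the 6 epidermis lists, 16 sets in all, for a list standing apart from the other 5. In 4 sets a list did so, and chance gives this in about 1 in 20 groups. All 4 concerned T2 replicate 1, and the measures depend on each other. It had 9725 peaks, where the other epidermis lists had from 20616 to 24689. It covered 2.55 Mb against 6.14 to 7.88 Mb, its median peak width was 205 bp against 237 to 242 bp, and its mean Jaccard index with the other 5 epidermis lists was 0.364.

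A technical explanation is its depth of 1.96, the lowest among epidermis lists, where the next was 3.59. When the other 5 lists were thinned to that depth they kept from 1.35 to 1.53 times as many peaks as T2 replicate 1, compared with more than 2 times as deposited. Depth may therefore account for part of the shortfall. The bound set beforehand as excluding depth was a ratio above 1.5 in all 5 lists, and 3 of the 5 passed it. Even so, after thinning T2 replicate 1 was still the lowest, its gap to the next list being 0.657 of the range, where 0.625 is the limit for 6 lists. This later check argues against depth as the whole cause. A lower enrichment in this library stays open and was not tested. Its median fold was the highest of the epidermis lists, 4.67 against 3.64 to 4.19. That median covers only peaks that passed the threshold, so it does not decide the question. A wrong label was also tested. After thinning, the mean index of T2 replicate 1 with epidermis lists exceeded that with 48 to 72 h embryos, the closest other group, by 0.122, and its lowest index with an epidermis list (0.411) was above its highest with any other list (0.360). This argues against a sample from one of the other groups. A swap between T2 and T3 is not addressed by that test. A biological difference of this sample from the other T2 samples was not tested, since the labels give it the same segment, strain and stage.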

How the results depend on the processing

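Thinning to one depth and restriction to linkage groups were chosen after the data had been seen, and all other alternatives before. Apart from settings that left out a list, 100 values kept their direction and their side of the threshold, or stayed within 1.5 times for counts, 10 moved, 2 reversed and 1 weakened. In tests whose smallest possible p was above 0.05 this says nothing about stability. Some of the 100 values also only repeated or rescaled the main ones. Merging overlapping peaks within a list returned the main differences in peak number and covered length. Keeping a fixed best share of each list rescales its number of peaks by construction. The replicate block leaves the T2 against T3 region count and differences in peak number and covered length as they are. Such values are no evidence of stability. The overlap of all lists by group kept an unadjusted p below 0.05 under every alternative that gave one, as did the overlap of CNS against epidermis. Their permutations mixed kinds of library or broke up replicate groups, so this stability alone does not show differences between stages or between tissues.

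The T2 against T3 overlap difference of 0.0019 changed sign to −0.000839 at equal list sizes and to −0.00964 after thinning. These values are small beside the SD of single pairs, which is not the error of the difference. In the best 50% of each list the regions called on one side only numbered 301 for T2 against T3, 8103 for CNS against epidermis, 270 for embryo against larva and 3944 for embryonic stages. At equal list sizes they numbered 151 for T2 against T3, 5708 for CNS against epidermis, 495 for embryo against larva and 1771 for stages. After thinning they numbered 145, 7313, 430 and 5194 in that order. Equal list sizes and thinning both lowered the T3, CNS and 0 to 24 h classes. The difference of CNS and epidermis in covered length was 0.373 Mb at equal list sizes (exact permutation p = 0.464, two-sided), where the number of peaks is equal by construction. It was 2.19 Mb after thinning and 5.16 Mb on linkage groups only (exact permutation p = 0.0357 in both settings, two-sided).

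Across fits that each left out one list, the T2 against T3 overlap difference ranged from −0.0265 to 0.0449, and was negative without T2 replicate 1 (−0.0198), T3 replicate 1 (−0.0156), T3 replicate 2 (−0.0159) or T3 replicate 3 (−0.0265). Regions called on one side only ranged from 662 to 1306 for T2 against T3, from 417 to 891 for embryo against larva, with 891 without T2 replicate 1, and from 8563 to 12786 for stages, with 12786 without the 0 to 24 h replicate 1. Fewer lists make the criterion easier to meet, so these counts rise by construction. The other 122 such values did not change in this sense or, where no p was possible, moved by less than the SD of the main comparison. That is a loose bound. The stage overlap difference counted as unchanged at 0.105 without the 0 to 24 h replicate 2, against 0.208 with all lists.

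With the replicate number as a block, the T2 against T3 overlap difference was 0.0176 (exact permutation p = 0.25, one-sided, n = 3, the smallest that the 4 paired arrangements allow) and the stage difference was 0.205 (exact permutation p = 0.167, one-sided, n = 2, the smallest possible). The 542 one-sided regions were the most of the 4 paired splits, and the difference of −6042.3 peaks had an exact two-sided p of 0.25 (n = 3), the smallest possible. Deviations of same-numbered T2 and T3 lists from their group means correlated at 0.119, 0.107 and 0.0111. Those of differently numbered T2 and T3 lists correlated from −0.162 to 0.0737. Same-numbered embryo lists gave −0.0195, 0.0698 and −0.0437. The correlations were weak, but for T2 and T3 they leaned towards pairing by number. The labels do not say that a number marks a shared dissection. The main tests were therefore left unpaired, and pairing of T2 and T3 stays open.

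The share of summits near a transcription start was not run at any distance (500 bp, 200 bp or 1 kb), as no annotation of the build was used here, and equal list sizes give no value for the number of peaks. Depth limits the region counts: a region missing from the shallowest list, with a depth of 1.89, was not necessarily absent there, and the T3 class of 541 regions numbered 115 after thinning.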

Other observations

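In this part, the thinning, the tests of depth and of T2 replicate 1 for T3-only regions, the tests on peaks wider than 3 kb, the test of barcode length and the splits that keep groups whole were chosen only after the result was seen. The other tests were written down before.

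The CNS lists overlapped the 0 to 24 h embryo lists (mean index 0.540) more than the epidermis lists of the same strain and stage (0.239), and every one of the 4 pairs of the former kind lay above all 12 of the latter. Depth was an obvious concern, as CNS and 0 to 24 h lists were deep and long. After thinning, the difference of means was 0.194, at equal list sizes it was 0.131, and on linkage groups with peaks in high-copy sequence removed it was 0.329. In each of these settings the 4 pairs still lay above all 12, which argues against depth, list length and high-copy or unplaced sequence as the whole cause. What stays open is the library batch marked by barcode length. It separates embryo, CNS and epidermis exactly, and a batch that sets epidermis apart cannot be told apart from tissue. The index of CNS with 48 to 72 h embryos minus that with epidermis was −0.00241 for the deposited lists, 0.0273 after thinning, 0.0119 on linkage groups without high-copy sequence and 0.0516 at equal list sizes. With 24 to 48 h embryos the mean index of CNS was above that with epidermis in every setting, at 0.346 against 0.239 as deposited and 0.293 against 0.205 at equal list sizes. A batch that sets epidermis apart could give this too, so these values do not decide between batch and tissue. A biological candidate, that the larval brain shares more open chromatin with whole young embryos than with epidermis, was not tested apart from the batch and may or may not hold.

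Of the regions called on one side only, those in T3 outnumbered those in T2 by 541 to 1. For the total of 542, 1 of the 10 splits of the 6 lists gave as many, the real one only, which is the smallest share this design allows. All 3 T3 lists were deeper, and after thinning the total was 145 and 8 of the 10 splits gave as many, so the excess is consistent with depth. Without T2 replicate 1 there were 561 T3 regions against 101 in T2, and 5 of the 10 splits gave as many as their total of 662. Leaving out a list also eases the criterion, but easing alone does not account for the 101 T2 regions. Without T2 replicate 2 there were 10 T2 and 1156 T3 regions, and without T2 replicate 3 there were 7 and 1124. With a T3 list left out, T2 regions numbered from 5 to 11. T2 replicate 1 thus held down the T2 class. How much of the remaining T3 excess reflects the depth of the other lists was not separated. T3 regions still outnumbered T2 regions after thinning, by 115 to 30, though most other splits gave as large a total. Neither the overlap of T2 and T3 (exact permutation p = 0.50, one-sided) nor the count after thinning singled out the segments. With 3 lists per segment, a segment difference stays unresolved.

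For CNS against epidermis, 1 of the 28 splits gave as many as 12841 regions, the real one, and for embryo against larva 1 of the 100 splits gave as many as 415. All other splits counted there broke up replicate groups, so the likeness of replicates nearly fixed both outcomes and neither count decides. No other split of 2 against 6 larval lists keeps the groups whole. For embryo against larva, 3 of the 5 splits into 6 and 8 lists that kept the groups whole gave as many, and the largest count, 1553, came from epidermis against the rest, which also follows barcode length. At equal list sizes and after thinning, 2 of these 5 gave as many as the real split, again with epidermis against the rest. The 10 splits into 3 and 3 whole groups leave out epidermis against the rest. Of these, 2 gave as many with the deposited lists. Only the real one did at equal list sizes (495, highest other 211) and after thinning (430, highest other 422). With the deposited lists the 415 regions thus do not single out embryo against larva. Fixation time, barcode length or strain also change along with these comparisons. For embryonic stages, 2 of the 15 splits gave as many as 8134. The 3 pairings that kept both 0 to 24 h lists together gave 8134, 8228 and 8124 regions, and the next gave 387, so with the deposited lists the count mostly reflects the 0 to 24 h lists. At equal list sizes only 1 of the 15 splits, the real one, gave as many as 1771, which included 602 regions at 48 to 72 h, while in the 6 other settings that kept all lists 2 of the 15 did. The 15 pairings allow no share below 0.05.

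The deposited values carried a trace of the control. In each list the local background, divided by the genome-wide one, fell on steps about 0.098 apart. Relative backgrounds were counted as the same within a tolerance of 0.01. Summits of a pair of lists within 25 bp of each other had the same relative background in 32.0% of cases, against 2.18% for random matches. At 23469 summits at identical positions the share was 100% over the 91 pairs of lists. Embryo and larva pairs showed the same, with 100% over 9087 identical summits. This suggests a single control behind all 14 lists, embryos included. As the inputs named in the labels came from larval epidermis of the pu11 strain, copy-number differences between strains could then appear as peaks in embryos. Which library served as control is not known from these lists, and no biological explanation was tested.

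The recovered pileup reached 250 in all 14 lists and exceeded it in none, and the narrowest peak was 125 bp in all of them, so that the ceiling was 2 times the narrowest width. Reads extended to 125 bp, with at most 1 kept per position and strand, would give this ceiling. The setting is not recorded in the labels and was not tested. On 8 scaffolds that held a peak wider than 3 kb in all 12 lists that were not CNS, the median over scaffolds of the highest pileup lay between 216.5 and 250 whatever the depth, and the highest fold on a scaffold fell from 7.0 in the 24 to 48 h replicate 1 to 2.65 in T3 replicate 3. Local background on them was from 15.3 to 24.2 times the genome-wide value, which marks them as high-copy sequence.

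Neither CNS list held a peak wider than 3 kb, where the other 12 held from 10 to 71. For CNS replicate 1, the deepest list, a pileup at the ceiling would have passed the threshold of the list on 1 of the 8 scaffolds, because the relative background of the other lists puts its background there between 173.6 and 236.3. Sequencing depth with a pileup ceiling may thus explain the absence on the other 7 and is left open for that one. For CNS replicate 2 a pileup at the ceiling would have passed on 8 of the 8 scaffolds, yet its highest pileups there lay between 160 and 236, with a median of 207 against 249.5 in T3 replicate 3 of similar depth (5.91 and 5.77). It had 51 peaks on these scaffolds, where the other 12 lists had 8 or 9, and its highest folds there lay between 1.42 and 1.83, so narrow peaks stood in place of wide ones. T3 replicate 3, under the same ceiling, held 71 peaks wider than 3 kb, the most of any list. This argues against sequencing depth with a pileup ceiling as the whole cause in CNS replicate 2. A lower share of high-copy DNA in that library stays open and was not tested. Length of fixation, 20 minutes in CNS against 30 elsewhere, stays open for both CNS lists, as 0 other samples shared it and it cannot be told apart from tissue. CNS lists also had the lowest share of peaks on scaffolds, 7.47% and 9.18%, against 10.9% to 20.7% in the other lists.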
